A study of Danio rerio with 32 samples. Its data were reported in "The KEAP1–NRF2 pathway regulates TFEB/TFE3-dependent lysosomal biogenesis" (2023).

How the data were processed

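RNA was measured in 32 pools of whole zebrafish larvae at 7 days post fertilization (dpf), each pool made from 10 larvae. Libraries were made with the QuantSeq 3′ kit, which reads the 3′ end of polyadenylated transcripts, so that a read stands for a transcript end and gene length does not enter the counts. Groups were taken from the sample titles: 8 groups of 4 pools. Wild type (WT), crkeap1a, crkeap1b and crkeap1a/b larvae share a background, the last 3 having been injected as embryos with CRISPR/Cas9 against one or both of the zebrafish Keap1 paralogs, which gives mosaic edits. Bach1 double knockout (DKO) and Nrf2 knockout (KO) larvae come from lines with mutated bach1a and bach1b, or mutated nfe2l2a, and were profiled with and without injection against keap1a and keap1b. The injected groups of these lines are called Bach1 DKO crkeap1a/b and Nrf2 KO crkeap1a/b. The labels give no batch, sequencing date or clutch. The study's methods state that controls were siblings from the same clutch, but not which pools these were or how this applies between lines. A difference between a mutant line and the WT background therefore cannot be parted from a difference in line or handling.

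The deposited table holds read counts per gene that were not normalized. Per the study's methods, the authors trimmed single-end reads with Cutadapt, aligned them with STAR to GRCz11 (danRer11) and counted them per gene with featureCounts against a published zebrafish transcript annotation. The versions of those programs are not stated, nor is how reads matching several copies of a gene were counted, so counts of genes with close copies are uncertain. The table has 16825 rows. Of these, 3 have no count in any library, and the rule by which rows were kept is not stated. An Entrez gene ID is given for 16039 rows, and 786 rows have none. Symbols were added from a RefSeq gene table of the assembly GRCz12tu, which differs from the authors' assembly and was used only for names and gene order; no coordinates were taken from it. It matched 15617 IDs and left 422 unmatched. A row without a symbol is written as GeneID with its number, and a row without an ID as noID with its row number. There were 22 IDs that occur on 2 rows, and those rows were kept apart. Each of the 32 columns was matched to a sample by its name, with 0 columns left over.

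Total counts per library ran from 3464165 to 4712448, with a median of 4051028. One row without an ID took 28.0% to 40.6% of the counts of a library. A gene with 3 counts, taken as the detection floor, corresponds to 0.637 to 0.866 CPM (counts scaled to library size), depending on the library. Reads have no molecular identifiers here, so the floor covers counting error only. Before averaging, replicates were compared pairwise with a chi-square statistic over rows with at least 20 counts per pair. The statistic per degree of freedom was 1.76 or more in every pair, so no library was treated as a duplicate of another.

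Differential expression was tested with limma 3.58.1 in R 4.3.3, because the study states limma-voom and no covariate. Rows were kept by filterByExpr with the groups and a minimum count of 10, which left 14660 rows. Library sizes were scaled by TMM in edgeR 4.0.16. One model of 8 group means was fitted to all 32 libraries, with 24 residual and 12.6 prior degrees of freedom, and contrasts were tested two-sided with eBayes. P-values were adjusted by Benjamini-Hochberg over all rows within each contrast, and a gene was called at an adjusted p under 0.05. There were 9 pairwise contrasts and 3 interactions, which test whether one change depends on another: keap1a by keap1b, keap1a/b editing by Bach1 background, and keap1a/b editing by Nrf2 background. CPM values use TMM-scaled library sizes, and log2 CPM values a prior count of 2.

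A pair of gene lists was compiled from general knowledge before the data were examined: 56 Nrf2 target names, of which 43 matched a row and 40 were tested, and 157 lysosomal names, of which 113 matched and 106 were tested. Lists were tested with fgsea 1.28.0 on genes ranked by moderated t (minimum list size 10, seed 7), giving a normalized enrichment score (NES) and a p-value adjusted over the 22 list tests. This test treats genes as the unit. A second test used the pool as the unit: the mean log2 CPM of a list in each library, set relative to the WT mean, was compared between groups by an exact two-sided permutation test. With 4 pools against 4 its smallest p is 0.0286, and values were adjusted over 18 tests. A further pair of lists holds the genes the study displays as Nrf2 targets (36 names, 33 tested) and lysosomal genes (16 names, 15 tested). The displayed genes were picked by the study from these data, so they show no stability.

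Genes named below were chosen by a rule fixed before the data were examined: the edited genes keap1a, keap1b, bach1a, bach1b and nfe2l2a; the Nrf2 targets gclc, gclm, gsr, nqo1, pgd and prdx1, which the study marks; the displayed lysosomal genes; and, per contrast, up to 3 genes with the largest rise and up to 3 with the largest fall among called genes with a mean log2 CPM of at least 1 and no overlap between the 4 pools of each group (no such condition for interactions). Non-overlap of 4 against 4 pools has a chance of 0.0286 for a gene without change. Where all pools of one group lie at or under 3 counts, the fold change is given as a lower limit against that floor.

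The groups, the models, the main test and most alternatives were likewise set before the data were examined. The alternatives were edgeR quasi-likelihood, DESeq2 1.42.0, the size factors of DESeq2, no count filter, a filter of 1 CPM in at least 4 samples, sample quality weights, a fit to only the groups in the contrast, a threshold of 1 on the absolute log2 fold change, other list tests (ranking by log2 fold change, and cameraPR with an inter-gene correlation of 0.01), the displayed genes as lists, the replicate number as a block, and leaving out each replicate in turn. Alternatives for the list scores were chosen after seeing the data. Replicate numbers come from the sample titles, which number the pools 1 to 4 in each group. Pools with the same number are different animals, so the number was not in the model, and whether it pairs pools was checked from the correlation of their deviations from the group means. The procedure was tested on simulated data with 200 changed genes among 13823 to 13845 simulated rows in 3 runs. The genes of the Nrf2 target list were raised besides these. It recovered 74.0% to 82.5% of the 200 genes with at most 6.3% false calls, and made 0 calls in the comparison without change, crkeap1b against WT. All groups were simulated with the same spread per gene, so the wide spread of the real single crispants was left out. The 0 calls therefore do not bear on false calls in those groups. Gene length and GC content were not used, since no annotation of the authors' assembly was at hand.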

Results

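Whole-larva transcriptomes were profiled at 7 dpf to ask what loss of Keap1, the negative regulator of the transcription factor Nrf2, does to gene expression, and how far the response depends on the repressor Bach1 and on Nrf2 itself. Counts were available for 32 pools of 10 larvae in 8 groups of 4: WT, crkeap1a, crkeap1b, crkeap1a/b, Bach1 DKO, Bach1 DKO crkeap1a/b, Nrf2 KO crkeap1a/b and Nrf2 KO. Total counts per library were between 3464165 and 4712448. The group mean was lowest in Bach1 DKO larvae (3552126 ± 133326, SD, n = 4) and highest in WT larvae (4234346 ± 172996, SD, n = 4). Between 15646 and 16503 of the 16825 gene rows had at least 1 count in a library. One row without a gene ID held 34.6% ± 0.68 (SD, n = 4) of the counts in WT larvae and 40.3% ± 0.15 (SD, n = 4) in Nrf2 KO crkeap1a/b larvae. No sequencing batch is given, so in comparisons of a mutant line with larvae of the WT background, mutation, line and any batch cannot be told apart. A difference in clutch or batch between WT and crkeap1a, crkeap1b or crkeap1a/b pools cannot be excluded either.

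In a principal component analysis of log2 CPM, PC1 carried 23.0% and PC2 21.9% of the variance. Pools of the Nrf2 KO line, with or without keap1a/b editing, lay between 49.9 and 62.3 on PC2, and all other pools at or below 3.7. Spread within the single crispants was wide. On PC1, crkeap1a replicates 2 and 3 lay at -58.6 and -76.8 against -23.6 and -18.9 for replicates 1 and 4, and crkeap1b replicates 1, 3 and 4 lay at -50.3, -63.8 and -72.9 against -13.7 for replicate 2. The pooled within-group SD of log2 CPM was 0.524 in crkeap1a and 0.569 in crkeap1b larvae, and 0.331 to 0.404 in the other 6 groups. These pools were kept in their labelled groups throughout.

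**Figure D1:**
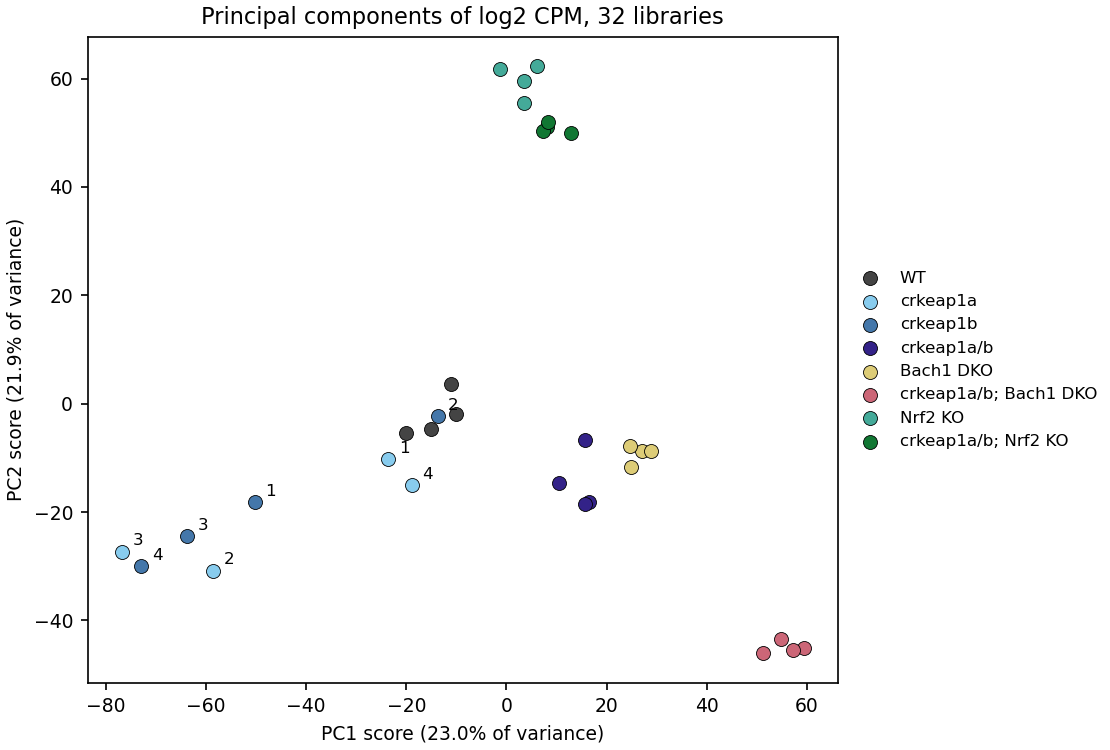
Scores of the 32 libraries on PC1 (23.0% of variance, horizontal) and PC2 (21.9%, vertical), one point per pool, coloured by group. Pools of the Nrf2 KO line lie at 49.9 or above on PC2, and the single crispants stretch along PC1 down to -76.8.

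The targeted genes were examined first. Because 3′ reads also count transcripts that carry an edit, transcript abundance does not measure editing. In WT larvae, keap1a was present at 9.69 ± 1.23 CPM and keap1b at 19.4 ± 1.93 CPM (SD, n = 4). No change was detected in either transcript in the group edited for it. In crkeap1a larvae keap1a was at 11.9 ± 2.29 CPM (SD, n = 4), a log2 fold change of 0.27 ± 0.19 SE against WT (limma-voom, Benjamini-Hochberg adjusted p 0.353). The alternative that moved this value most left out crkeap1a replicate 1 and gave 0.16. In crkeap1b larvae keap1b was at 16.6 ± 4.41 CPM (SD, n = 4; log2 fold change -0.28 ± 0.24 SE, limma-voom adjusted p 0.434). The mean of the paralog of the edited gene was higher than in WT in both single crispants. For keap1b in crkeap1a larvae (52.6 ± 22.5 CPM, SD, n = 4, every pool above every WT pool) the log2 fold change was 1.33 ± 0.20 SE with a limma-voom adjusted p of 7.48e-05, and for keap1a in crkeap1b larvae (14.6 ± 2.81 CPM, SD, n = 4, with pools overlapping WT) it was 0.55 ± 0.19 SE with an adjusted p of 0.0369 (limma-voom).

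Editing both paralogs raised keap1a to 25.6 ± 3.79 CPM (SD, n = 4) in the WT background, and to 68.7 ± 7.71 CPM from 17.1 ± 1.83 CPM (SD, n = 4) in the Bach1 DKO background. In the Nrf2 KO background keap1a was at 9.51 ± 1.22 CPM without and 9.87 ± 1.96 CPM with editing (SD, n = 4). No change in keap1b was detected after editing both paralogs in the WT background (22.3 ± 4.88 CPM, SD, n = 4; log2 fold change 0.18 ± 0.21 SE, limma-voom adjusted p 0.718). In the Bach1 DKO line keap1b rose from 14.3 ± 1.24 to 24.4 ± 2.9 CPM (SD, n = 4; 0.76 ± 0.23 SE, limma-voom adjusted p 0.013), without overlap between pools. In the Nrf2 KO line it was lower in every edited pool (9.28 ± 1.3 against 17.97 ± 1.4 CPM, SD, n = 4), a change of -0.95 ± 0.27 SE that did not pass (unadjusted p 0.00122, limma-voom adjusted p 0.0916). The Bach1 mutations left the transcripts detectable. Against WT, bach1a fell by 0.81 ± 0.30 SE on the log2 scale in Bach1 DKO larvae (3.75 ± 0.78 against 6.76 ± 1.32 CPM, SD, n = 4; limma-voom adjusted p 0.046), whereas bach1b rose by 1.07 ± 0.19 SE (26.0 ± 4.14 against 12.6 ± 3.4 CPM, SD, n = 4; adjusted p 8.22e-05). In Bach1 DKO crkeap1a/b larvae bach1b reached 149 ± 5.71 CPM (SD, n = 4). In Nrf2 KO larvae nfe2l2a fell by 0.46 ± 0.12 SE (180 ± 14.3 against 248 ± 34.4 CPM, SD, n = 4; limma-voom adjusted p 0.00642), with every pool below every WT pool. This fall was not particular to the Nrf2 KO line: nfe2l2a was also lower than WT in crkeap1a (log2 fold change -0.63 ± 0.12 SE, limma-voom adjusted p 0.000969), crkeap1b (-0.44 ± 0.12 SE, 0.0103), crkeap1a/b (-0.72 ± 0.12 SE, 5.26e-05) and Bach1 DKO larvae (-0.34 ± 0.12 SE, 0.0328), likewise without overlap.

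Loss of a single paralog was compared with WT to ask whether one Keap1 copy is enough to hold expression at its WT level. By limma-voom, 1926 of 14660 genes had an adjusted p under 0.05 in crkeap1a larvae, 898 higher and 1028 lower. The fit to only the WT and crkeap1a pools moved this count most, to 386 genes. The main fit takes 1 spread per gene over all groups. Within-group SD was wider in crkeap1a and crkeap1b larvae (0.524 and 0.569) than in the other groups (0.331 to 0.404). Errors and p-values of the main fit can therefore be too small for the single crispants and too large for other groups. In crkeap1b larvae 2614 genes were called, 1426 higher and 1188 lower, and 415 in the fit to the compared groups alone. Between the single crispants 1234 called genes were shared, all of them changed in the same direction, with the WT pools common to both comparisons. The largest rises in crkeap1a larvae were in GeneID_100006428 (log2 fold change 3.27 ± 0.42 SE), pnp4a (2.38 ± 0.65 SE) and fthl29 (2.19 ± 0.54 SE), and the largest falls in amy2al2, at least 20.9-fold lower, zgc:158846 (-3.97 ± 1.04 SE) and zgc:171534 (-3.82 ± 1.23 SE). In crkeap1b larvae the largest rises were in zgc:153317, at least 8.55-fold higher, prph2b, at least 3.64-fold higher, and krt1-19e (2.85 ± 0.28 SE), and the largest falls in amy2al2 (-4.29 ± 1.07 SE), urgcp (-3.35 ± 0.70 SE) and spdef (-3.06 ± 0.74 SE). Amylase, ferritin and keratin genes have close copies, so their counts are uncertain. The rise of prph2b was not particular to keap1b editing: it was also at least 16.9-fold higher in Bach1 DKO and 15.5-fold higher in Nrf2 KO larvae.

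Nrf2 target genes were raised as a list in both single crispants. The NES of the 40 tested genes was 2.77 in crkeap1a larvae (fgsea, Benjamini-Hochberg adjusted p 4.95e-11) and 2.29 in crkeap1b larvae (adjusted p 2.16e-06). The study's displayed genes in place of the compiled list moved the first of these most among fgsea settings, to 2.18. Of the 40 genes, 20 were called in crkeap1a larvae with adjustment over all genes (18 higher) and 23 with adjustment over the list alone. In crkeap1b larvae these counts were 18 (17 higher) and 20. Among the marked targets, prdx1 rose from 23.4 ± 9.4 CPM in WT to 72.9 ± 21.6 CPM in crkeap1a larvae (SD, n = 4; log2 fold change 1.69 ± 0.23 SE, limma-voom adjusted p 2.61e-05) and 42.5 ± 10.6 CPM in crkeap1b larvae (SD, n = 4; 0.90 ± 0.24 SE, adjusted p 0.0102). Every crkeap1a pool lay above every WT pool for prdx1, and crkeap1b pools overlapped WT. No change in nqo1 was detected in either (log2 fold changes -0.08 ± 0.15 SE and -0.18 ± 0.15 SE, limma-voom adjusted p 0.746 and 0.431), and the first of these changed sign when single pools were left out, from -0.20 to 0.02. The lysosomal list did not pass the threshold: its NES was 1.16 in crkeap1a larvae (fgsea adjusted p 0.194) and 0.86 in crkeap1b larvae (adjusted p 0.75). With the displayed lysosomal genes, which the study picked from these data, the value in crkeap1a larvae passed, at 1.98.

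Compound loss of keap1a and keap1b changed 771 genes against WT, 493 higher and 278 lower (limma-voom, adjusted p under 0.05), fewer than in either single crispant. That order depended on the fit: with only the compared groups the count was 967, above the 386 and 415 of crkeap1a and crkeap1b larvae. Of these genes, 167 were also called in crkeap1a larvae, 116 of them in the same direction, and 198 in crkeap1b larvae, 119 in the same direction. The largest rises were in ptgr1.2, at least 197-fold higher, zgc:153317, at least 136-fold higher, and GeneID_100331428 (log2 fold change 7.20 ± 0.49 SE). The largest falls were in chia.3, at least 8.71-fold lower, ahsg2 (-3.99 ± 0.59 SE) and tgm1l3 (-3.75 ± 0.68 SE). The keap1a by keap1b interaction, which tests whether the compound change equals the sum of the single changes, was past the threshold for 5571 genes, 2847 positive and 2724 negative.

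The Nrf2 target list had an NES of 3.07 in crkeap1a/b larvae (fgsea adjusted p 2.77e-22), with 26 of 40 genes called, all higher, and 29 with adjustment over the list alone. All 6 marked targets rose (limma-voom): prdx1 from 23.4 ± 9.4 to 483 ± 57.0 CPM (SD, n = 4; log2 fold change 4.45 ± 0.24 SE, adjusted p 7.29e-17), pgd from 0.774 ± 0.836 to 33.6 ± 8.81 CPM (SD, n = 4; 5.99 ± 0.72 SE, adjusted p 1.03e-07) and gsr by 3.38 ± 0.37 SE (adjusted p 1.06e-08). The changes in gclc, gclm and nqo1 were 2.29 ± 0.13, 2.22 ± 0.27 and 1.04 ± 0.15 SE on the log2 scale, with limma-voom adjusted p of 4.47e-16, 1.64e-07 and 2.92e-06. For all 6 targets every crkeap1a/b pool lay above every WT pool. The lysosomal list had an NES of 1.96 (fgsea adjusted p 3.1e-05). Of its 106 genes, 12 were called, all higher, and 14 with adjustment over the list alone. Of the 15 displayed lysosomal genes, 11 were called higher (limma-voom), from 0.45 ± 0.12 SE for vps4b (adjusted p 0.0183) to 1.29 ± 0.20 SE for scpep1 (adjusted p 2.65e-05). The displayed genes were picked by the study from these same data, so this count is no independent support. No change in lamp2 was detected (0.06 ± 0.12 SE, adjusted p 0.867).

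**Figure D2:**
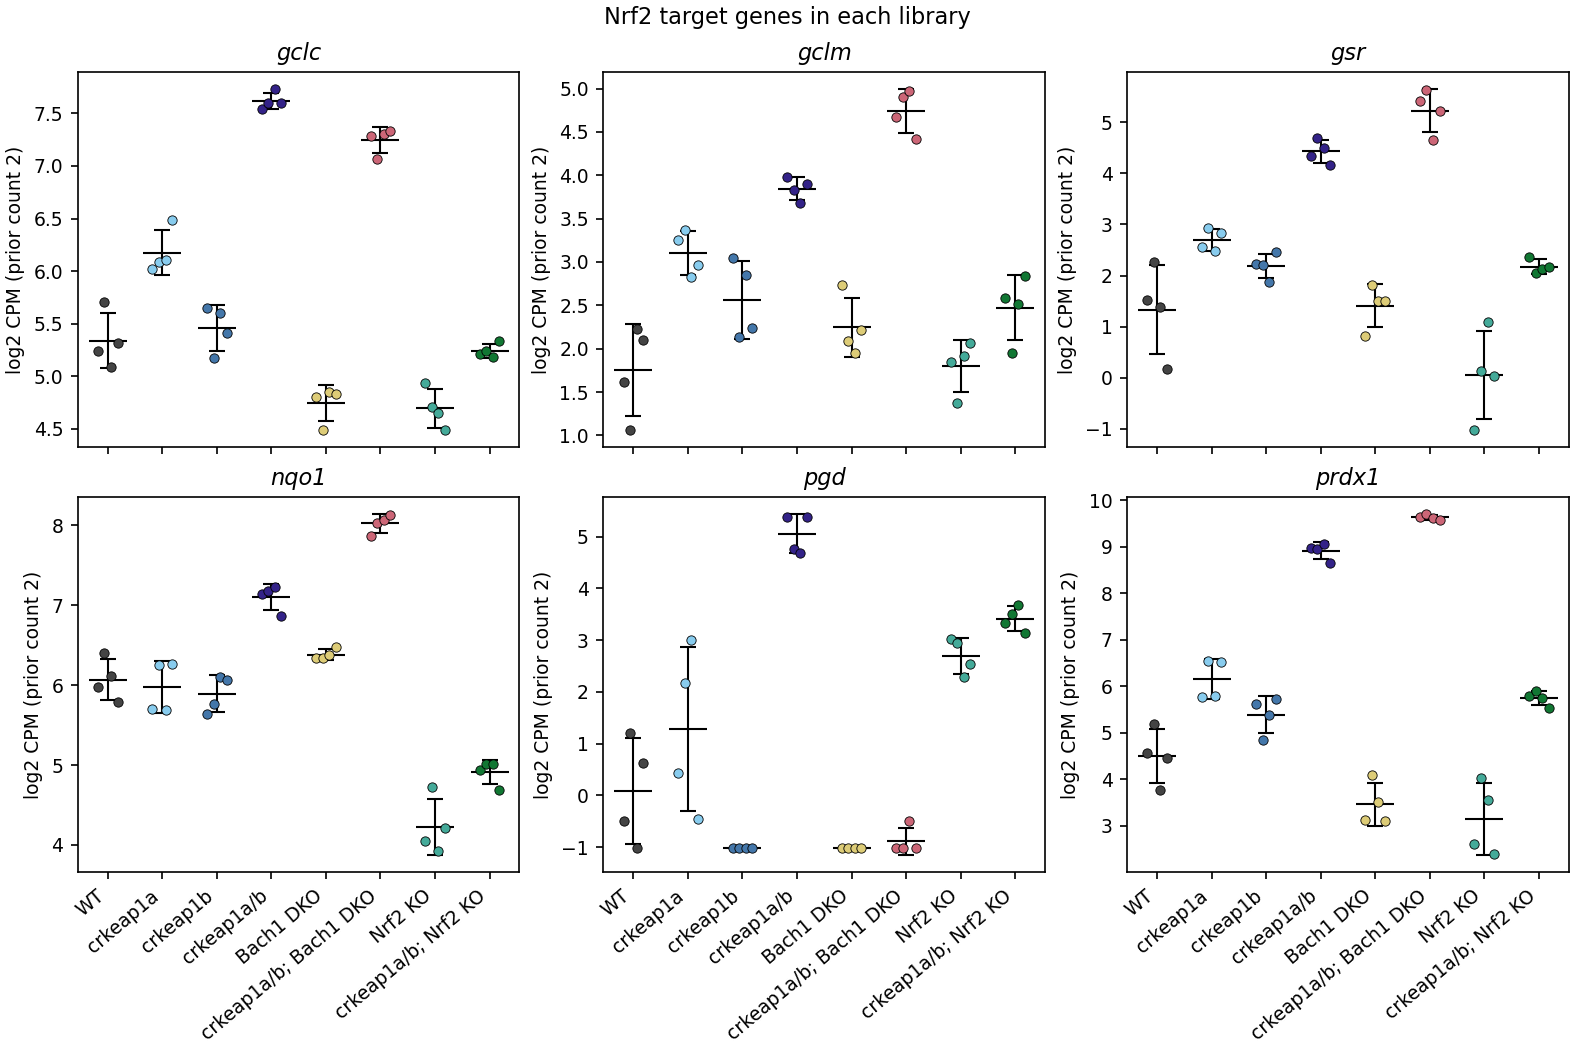
Log2 CPM (prior count 2, vertical) of 6 Nrf2 target genes in the 8 groups (horizontal), one dot per pool, with a line at the group mean and bars of 1 SD. In crkeap1a/b pools prdx1 averages 483 CPM against 23.4 CPM in WT pools, while pgd has 0 counts in crkeap1b and Bach1 DKO pools.

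The Bach1 DKO line was used to ask whether Bach1 restrains Nrf2 targets with and without Keap1. Against WT, 3417 genes were called in Bach1 DKO larvae, 1725 higher and 1692 lower (limma-voom). This comparison, like every one between lines, includes any difference in genetic background. The largest rises were in pvalb7, at least 23.1-fold higher, prph2b, at least 16.9-fold higher, and noID_2487 (log2 fold change 4.42 ± 1.07 SE), and the largest falls in si:ch73-119p20.1, at least 12.4-fold lower, dennd4a, at least 14.3-fold lower, and zgc:158846 (-6.08 ± 1.71 SE). The Nrf2 target list had an NES of 1.67 (fgsea adjusted p 0.00848), with 19 genes called, 13 higher and 6 lower, and 21 with adjustment over the list alone. The displayed Nrf2 genes gave 0.87, past no threshold. Of the marked targets, prdx1 fell by 1.04 ± 0.29 SE (limma-voom adjusted p 0.00926) and gclc by 0.60 ± 0.14 SE (adjusted p 0.00221). The lysosomal list had an NES of -1.22 (fgsea adjusted p 0.153).

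Editing keap1a and keap1b in the Bach1 DKO line changed 3614 genes against uninjected Bach1 DKO larvae, 1979 higher and 1635 lower (limma-voom). Here pools with the same replicate number deviated together to a small degree (correlation 0.136, against -0.045 for pools with other numbers). With the replicate number as a block 3487 genes were called. The largest rises were in GeneID_100331428, at least 209-fold higher, cyb561a3b, at least 241-fold higher, and fthl29 (log2 fold change 8.60 ± 0.41 SE), and the largest falls in tgm1l6, at least 16.4-fold lower, tgm1l3, at least 14.7-fold lower, and krt1-19e (-6.82 ± 0.68 SE). The NES was 2.97 for the Nrf2 target list (fgsea adjusted p 3.42e-20) and 2.70 for the lysosomal list (adjusted p 2.03e-16), and with the replicate block 2.99 and 2.70. Of the 40 Nrf2 targets 31 were called, 28 higher, and 32 with adjustment over the list alone. Of the 106 lysosomal genes 63 were called, 61 higher, and 71 with adjustment over the list alone. Among the marked targets prdx1 rose from 10.95 ± 4.02 to 792 ± 27.1 CPM (SD, n = 4; log2 fold change 6.21 ± 0.28 SE, limma-voom adjusted p 2.76e-19), whereas pgd had 1 count over the 8 pools of the line, so that no fold change is given, and whether a variant at its 3′ end hides it cannot be seen from counts. Among the displayed lysosomal genes sqstm1 rose most, by 2.19 ± 0.16 SE (adjusted p 3.32e-13).

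Against crkeap1a/b larvae, Bach1 DKO crkeap1a/b larvae differed in 4360 genes, 2309 higher and 2051 lower (limma-voom). Among rises the largest were in pvalb7, at least 15.5-fold higher, ctss2.1 (log2 fold change 4.98 ± 0.49 SE) and fthl29 (4.27 ± 0.16 SE), and the largest falls in pgd, at least 52.9-fold lower, zgc:158846, at least 42.8-fold lower, and krt4 (-6.42 ± 1.57 SE). Both lists were higher, with an NES of 2.57 for Nrf2 targets (fgsea adjusted p 2.42e-09) and 2.25 for lysosomal genes (adjusted p 1.55e-08). The displayed lysosomal genes gave 1.42 and did not pass. Of the 493 genes raised by keap1a/b editing in the WT background, 463 also rose in the Bach1 DKO background and 417 were called there, and their median log2 fold change was 1.13 in the former and 1.32 in the latter. Of the 278 lowered genes, 252 also fell in the Bach1 DKO background and 170 were called there, with a median of -0.80 in the former and -0.62 in the latter. The interaction of keap1a/b editing with the Bach1 background was past the threshold for 398 genes, 219 positive and 179 negative. Its NES was 2.19 for Nrf2 targets (fgsea adjusted p 2.03e-05) and 2.76 for lysosomal genes (adjusted p 4.07e-16). The rise of hmox1a differed by 4.97 ± 0.46 SE on the log2 scale (limma-voom adjusted p 9.78e-09): it was at 67.7 ± 6.92 CPM in Bach1 DKO crkeap1a/b larvae, 2.64 ± 1.1 CPM in Bach1 DKO, 3.78 ± 1.36 CPM in crkeap1a/b and 4.55 ± 1.62 CPM in WT larvae (SD, n = 4).

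**Figure D3:**
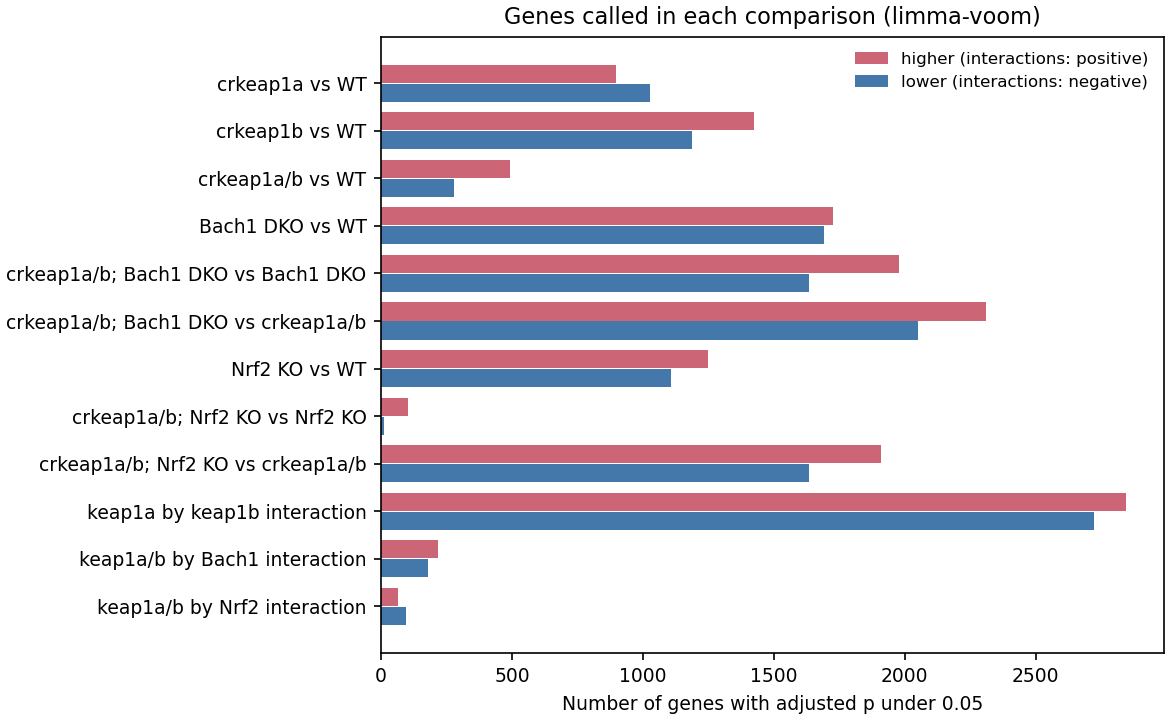
Number of genes called by limma-voom at an adjusted p under 0.05 (horizontal) in each of the 12 contrasts (vertical), with separate bars for genes that were higher and lower, or positive and negative for interactions. Among pairwise contrasts the fewest genes, 115, were called for keap1a/b editing in the Nrf2 KO line. In the fit to only the compared groups this count was 739, above 386 for crkeap1a and 415 for crkeap1b against WT.

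The Nrf2 KO line was used to ask how much of the response to Keap1 loss needs Nrf2. Against WT, 2355 genes were called in Nrf2 KO larvae, 1248 higher and 1107 lower (limma-voom). The largest rises were in pvalb7, at least 32.1-fold higher, prph2b, at least 15.5-fold higher, and znf385a (log2 fold change 5.54 ± 0.48 SE), and the largest falls in adh5, at least 33.2-fold lower, igf1rb, at least 32.7-fold lower, and LOC103909618, at least 24.7-fold lower. The Nrf2 target list had an NES of -1.67 (fgsea adjusted p 0.00622), with 12 genes called, 8 of them lower, and 12 with adjustment over the list alone. Among the marked targets nqo1 fell by 1.86 ± 0.17 SE (limma-voom adjusted p 8.56e-10), while pgd rose by 3.56 ± 0.75 SE (6.11 ± 1.53 against 0.774 ± 0.836 CPM, SD, n = 4; adjusted p 0.000883). The lysosomal list had an NES of -1.17 (fgsea adjusted p 0.194).

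Editing keap1a and keap1b in the Nrf2 KO line changed 115 genes, 102 higher and 13 lower (limma-voom). This count was 739 in the fit to the compared groups alone and 614 with sample quality weights. Rises were largest in zgc:123284, at least 4.50-fold higher, noID_87 (log2 fold change 3.72 ± 0.19 SE) and noID_75 (3.60 ± 0.22 SE), and the largest falls in cdh2 (-1.86 ± 0.42 SE), si:ch211-225h24.2 (-1.07 ± 0.24 SE) and si:ch211-230g15.5 (-0.94 ± 0.21 SE). Of the 493 genes raised by editing in the WT background, 406 had a positive change in the Nrf2 KO background and 59 were called, with a median log2 fold change of 0.36. Of the 278 lowered genes, 175 had a negative change and 1 was called, with a median of -0.07. The Nrf2 target list also rose, with an NES of 2.68 (fgsea adjusted p 8.16e-10) and 10 genes called, all higher, or 17 with adjustment over the list alone. From 9.36 ± 5.17 to 53.2 ± 5.56 CPM (SD, n = 4), prdx1 rose by 2.67 ± 0.31 SE (limma-voom adjusted p 3.85e-07), and gsr by 2.80 ± 0.70 SE (adjusted p 0.0405). The changes in gclc, gclm, nqo1 and pgd did not pass the threshold. The lysosomal list had an NES of 2.91 (fgsea adjusted p 2.39e-18), with 85 of 106 genes higher, 11 called, and 22 called with adjustment over the list alone.

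Against crkeap1a/b larvae, Nrf2 KO crkeap1a/b larvae differed in 3544 genes, 1910 higher and 1634 lower (limma-voom). Rises were largest in pvalb7, at least 38-fold higher, krt1-19e (log2 fold change 5.66 ± 0.35 SE) and lgals1l1 (4.81 ± 0.74 SE), and the largest falls in GeneID_100331428, at least 142-fold lower, zgc:153317, at least 109-fold lower, and vat1, at least 35.4-fold lower. The NES was -3.01 for Nrf2 targets (fgsea adjusted p 1.6e-17) and 1.21 for lysosomal genes (adjusted p 0.153). With the displayed lysosomal genes the latter was -1.71, the opposite direction. The interaction of keap1a/b editing with the Nrf2 background was past the threshold for 163 genes, 66 positive and 97 negative. Its NES was -2.91 for Nrf2 targets (fgsea adjusted p 1.03e-13), with 14 of 40 genes called, all negative. For the lysosomal list it was 1.73 (fgsea adjusted p 0.000726), and -1.54 with the displayed lysosomal genes. The change in prdx1 differed by -1.78 ± 0.39 SE (limma-voom adjusted p 0.00929) and that in gclc by -1.74 ± 0.20 SE (adjusted p 5.84e-07), while no difference was detected for nqo1 (-0.34 ± 0.23 SE, adjusted p 0.637).

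**Figure D4:**
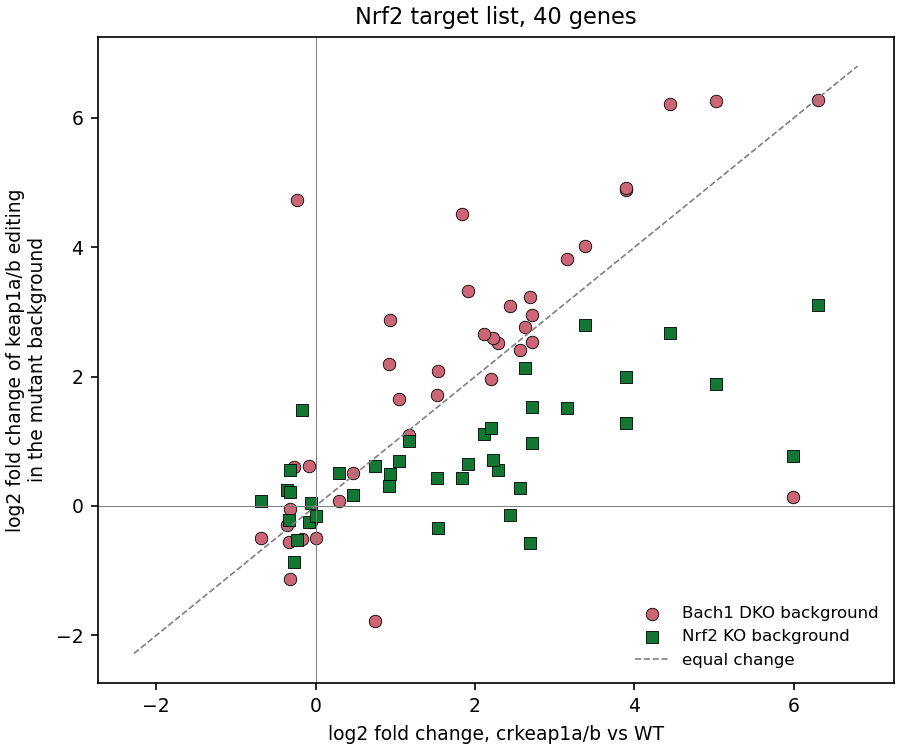
Log2 fold change of each of the 40 tested Nrf2 target genes after keap1a/b editing in the WT background (horizontal) against its change in the Bach1 DKO (circles) and Nrf2 KO (squares) backgrounds (vertical), with a dashed line of equal change. In the Nrf2 KO background 32 of the 40 genes lie above 0, most of them under the line.

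With the pool as the unit, the mean log2 expression of the Nrf2 target list differed in all 9 pairwise comparisons by the smallest p the exact permutation test allows (0.0286, adjusted over 18 tests 0.0429), with no overlap between the pools compared. Relative to WT (0 ± 0.047, SD, n = 4), the score was 0.57 ± 0.14 in crkeap1a, 0.37 ± 0.15 in crkeap1b, 1.67 ± 0.08 in crkeap1a/b, 0.24 ± 0.07 in Bach1 DKO, 2.29 ± 0.03 in Bach1 DKO crkeap1a/b, -0.21 ± 0.10 in Nrf2 KO and 0.47 ± 0.10 in Nrf2 KO crkeap1a/b larvae (SD, n = 4). The displayed Nrf2 genes moved the crkeap1a value most, to 0.29. The lysosomal score was 0.73 higher in Bach1 DKO crkeap1a/b than in Bach1 DKO larvae, 0.41 higher than in crkeap1a/b larvae, and 0.38 higher in Nrf2 KO crkeap1a/b than in Nrf2 KO larvae (exact p 0.0286 each, adjusted p 0.0429). Between Nrf2 KO crkeap1a/b and crkeap1a/b larvae it differed by 0.13, which did not pass (exact permutation p 0.0571, adjusted p 0.0791). In crkeap1a/b larvae it was 0.215 ± 0.102 against 0 ± 0.140 in WT (SD, n = 4), a difference that did not pass (exact permutation p 0.0857, adjusted p 0.11). With the displayed lysosomal genes the same difference was 0.72 and every crkeap1a/b pool lay above every WT pool. The study picked those genes from these same data, so this is no independent support. No difference from WT in the lysosomal score was detected in crkeap1a, crkeap1b, Bach1 DKO or Nrf2 KO larvae (exact p 0.4, 0.657, 0.286 and 0.771).

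**Figure D5:**
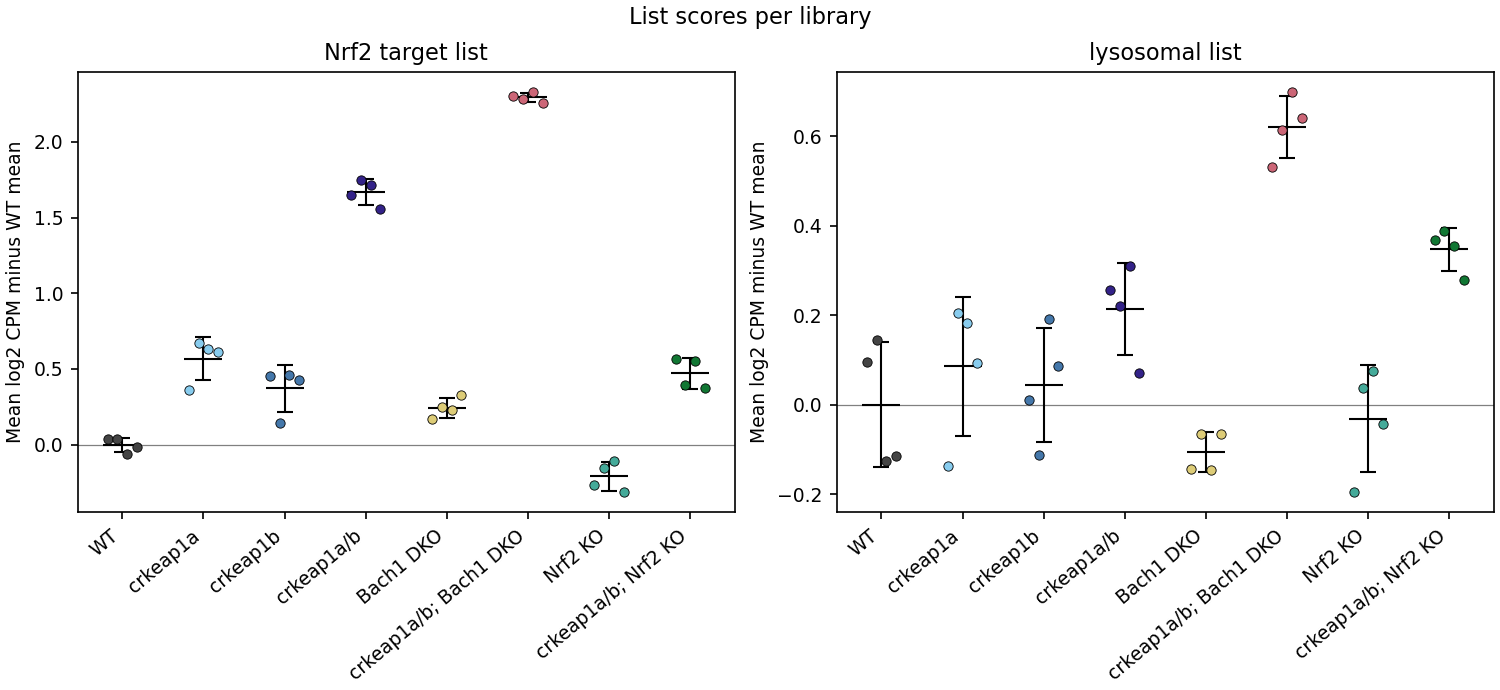
Mean log2 CPM minus the WT mean (vertical) of the Nrf2 target list (40 genes) and the lysosomal list (106 genes) in the 8 groups (horizontal), one dot per pool, with the group mean and bars of 1 SD. The Nrf2 score is highest in Bach1 DKO crkeap1a/b pools, at 2.29, and the lysosomal score of the same pools is 0.62.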

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

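The tests of the muscle and pancreas markers and of depth and other targets for pgd were chosen only after the result was seen. All other tests of this part were set before.

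Single pools stood apart from the other 3 pools of their group in 12 of 120 groups of 4 values, over 15 measures (gap to the nearest pool over the range above Dixon's critical value for 4). Chance gives about 1 in 20, and measures of the same library are not independent. The pools were Bach1 DKO replicate 2 (total 3750455, bach1a 4.92 CPM, gclc 22.0 CPM), Nrf2 KO replicate 2 (total 3653061), WT replicate 1 (TMM factor 1.07), WT replicate 2 (nfe2l2a 299 CPM), crkeap1a replicate 1 (bach1a 7.38 CPM), crkeap1a replicate 4 (gclc 89.4 CPM), crkeap1b replicate 2 (Nrf2 list score 0.143), Bach1 DKO crkeap1a/b replicate 3 (keap1a 80.2 CPM, pgd 0.213 CPM) and Nrf2 KO crkeap1a/b replicate 4 (keap1b 11.2 CPM). The pgd value is a single count. No biological explanation was tested for these single values. Tissue content and uneven Keap1 loss were tested only for the spread of the crkeap1a and crkeap1b pools as a whole, as given next.

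The effect of losing both paralogs differed from the sum of the single losses (keap1a by keap1b interaction) for 5571 genes. Among called edited genes the log2 difference was -0.87 for keap1b, 1.15 for bach1a and 1.81 for bach1b. Among called marked targets it was 1.32 for gclc, 1.30 for nqo1, 1.86 for prdx1 and 6.03 for pgd. The pgd value rests on groups with few or 0 counts. Among called lysosomal genes the difference was -0.58 for atp6v1h, 0.59 for lipf, 2.34 for glb1l and 0.60 for vps4b. The largest positive differences of named genes were 11.94 for amy2al2, 7.26 for zgc:171534 and 6.66 for GeneID_100331428. The largest negative ones were -7.51 for krt1-19e, -6.15 for tgm1l3 and -5.73 for tgm1l6. A functional overlap of the paralogs could give positive differences at Nrf2 targets. The single crispants, however, also varied most within their groups, and this variation enters the interaction. Drawing all libraries down to the smallest total left 0.996 of that spread along its first axis, so the difference in totals does not account for it. Leaving out the 10 most abundant rows left 1, but so few rows can hardly move the axis, and a shift in composition cannot be excluded: TMM factors were 0.827 and 0.635 in the pools at one end of the axis and 1.009 and 1.006 in those at the other. Marker lists for pancreas (percentile 100), liver (100), eye and lens (100), intestine (99.7) and muscle (97.6) had a higher mean weight on this axis than most of 10000 random lists. The Nrf2 list (98.6), the test of uneven Keap1 loss, and the lysosomal list (100) did so too. The lysosomal list was not compiled to mark a tissue. It may still follow tissue content, since the study reports lysosomal staining of WT larvae in lysosome-rich enterocytes. Composition, tissue content, uneven editing and a shift common to well known genes therefore cannot be told apart as sources of the spread. The single crispants also shared a shift from WT. Their changes were correlated across genes (r 0.76), against 0.16 and 0.12 with those of crkeap1a/b larvae, all relative to the same WT pools. Such a shift enters the sum of the single losses from both sides, and its source was not tested. How much of the count of 5571 comes from the spread or from this shift is not known. Leaving out single pools gave 4739 to 6476 genes. For nqo1 the spread does not account for the difference: the highest single-crispant pools were at 76.4 CPM (crkeap1a) and 68.2 CPM (crkeap1b), and the lowest crkeap1a/b pool at 116 CPM, with a WT mean of 67.4 CPM. Only the real arrangement (1 of 8 that exchange labels within replicate numbers) gave as many genes. The highest count among the other 7 was 874, and with 8 arrangements no smaller share than 1 of 8 can be reached. These arrangements exchange labels of crkeap1a/b with crkeap1a and of crkeap1b with WT pools. A plain effect of keap1b editing thus widens the spread within the exchanged groups, and the share does not test the interaction itself.

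The response to keap1a/b editing differed between the Bach1 DKO and WT backgrounds for 398 genes, with an NES of 2.19 for the Nrf2 list and 2.76 for the lysosomal list. The log2 difference was 1.41 for bach1a, 1.54 for bach1b, 1.76 for prdx1, 1.26 for sqstm1 and -5.85 for pgd. The pgd value rests on 0 counts in Bach1 DKO pools and 1 in Bach1 DKO crkeap1a/b pools. The largest positive differences of named genes were 5.08 for si:ch211-153b23.3, 4.97 for hmox1a and 4.84 for s100a1. After pgd the largest negative ones were -3.98 for krt1-19e and -3.82 for LOC100148752. For the gene count and for the NES of each list, the real arrangement alone reached the size found (1 of 8). These arrangements exchange labels between lines, so any difference between the lines widens the spread within the exchanged groups. The share of 1 of 8 therefore does not test the interaction itself. No difference was detected for the other 4 marked targets (gclc 0.23, gclm 0.38, gsr 0.64, nqo1 0.61), and 8 of the 40 genes of the Nrf2 list were called. Loss of the repressor Bach1 may enlarge the response of some targets. A difference between lines may do so as well: 22 genes were at or under 3 counts in all 8 pools of one background and above in all 8 of the other, against 18 when the groups were parted by editing and 0 crosswise, and such genes can reflect the mutation or a variant of the line. Windows of 50 neighbours were counted only for the comparisons with WT, not for the interaction. For genes called in Bach1 DKO against WT, 93.83% of windows held as many as the window around bach1a and 42.68% as many as that around bach1b. For genes called in crkeap1a/b against WT, the window around keap1a, a control without a linked chromosome, gave 73.75%. Line and mutation cannot be told apart here.

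For pgd the difference from the other targets was sharp. At the level of crkeap1a/b larvae 639 counts would be found over the 4 Bach1 DKO crkeap1a/b pools, and 1 was found, so depth is not the reason. Of the 10 nearest tested genes 0 were called lower in Bach1 DKO crkeap1a/b than in crkeap1a/b larvae (adjusted p under 0.05 by limma-voom with Benjamini-Hochberg; 1 at an unadjusted p under 0.05), and of the other 5 marked targets 1 was called lower. A variant at the 3′ end of pgd, or an allele missing from the annotation, may be the reason but could not be tested from counts. In crkeap1b larvae, which are taken to share the WT background, pgd had 0 counts too, against 14 over the WT and 44 over the crkeap1a pools. With counts this close to the floor, it cannot be told whether the cause is particular to the Bach1 DKO line.

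The response to keap1a/b editing differed between the Nrf2 KO and WT backgrounds for 163 genes, with an NES of -2.91 for the Nrf2 list and 1.73 for the lysosomal list. The log2 difference was -1.35 for keap1a, -1.74 for gclc, -1.78 for prdx1 and -5.22 for pgd. The largest positive differences of named genes were 3.84 for ahsg2, 3.41 for LOC100331080 and 3.31 for GeneID_108179152. The largest negative ones were -9.62 for zgc:153317, -8.01 for GeneID_100331428 and -6.06 for cyb561a3b. As many genes, and as large an NES for the Nrf2 list, were given by the real arrangement alone (1 of 8), while 3 of 8 gave as large a value for the lysosomal list. Labels were exchanged between lines here too, so these shares do not test the interaction itself. A need for Nrf2 could explain the smaller rise of its targets. A line difference remains open: 102 genes were parted by line at the floor, against 2 by editing and 0 crosswise. For genes called in Nrf2 KO against WT, and not for the interaction, 18.74% of windows held as many as the window around nfe2l2a, no excess at the 5% level set for the test. The direction of the lysosomal difference changed with the gene list (-1.54 with the displayed genes).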

How the results depend on the processing

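Alternatives for the list scores were chosen after seeing the data, and the other alternatives and tests of this part were set before. For every result named as changed the cause was not tested.

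Of the results compared over all alternatives, 1 of 12 gene counts, 13 of 22 list tests, 10 of 18 list scores and 113 of 145 named gene changes stayed in direction and on their side of the threshold (for gene counts, within 1.5 times) under every alternative run. The keap1a by keap1b interaction was the gene count that stayed. For crkeap1a/b, Bach1 DKO and Nrf2 KO against WT, and for both edited lines against crkeap1a/b, the count left that range only under the minimum fold change, which can only lower it. Replicate numbers do not pair the pools except to a small degree within the Bach1 DKO line (correlation 0.136). With the replicate block the gene counts were 1828 for crkeap1a, 2571 for crkeap1b, 721 for crkeap1a/b, 3294 for Bach1 DKO and 2295 for Nrf2 KO against WT, 3487 and 120 for editing in the Bach1 DKO and Nrf2 KO lines, 4134 and 3412 for these larvae against crkeap1a/b, and 5478, 378 and 169 for the interactions keap1a by keap1b, Bach1 and Nrf2.

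Gene counts moved most for the single crispants and for editing in the Nrf2 KO line. In the fit to only the groups in the contrast, 386 genes were called in crkeap1a larvae (384 of them also among the 1926), 415 in crkeap1b larvae (414 shared), 739 for editing in the Nrf2 KO line (111 shared), 1005 for the Bach1 interaction and 393 for the Nrf2 interaction. The share of higher genes moved too, to 59.3% from 46.6% in crkeap1a, to 69.4% from 54.6% in crkeap1b, to 60.9% from 88.7% for editing in the Nrf2 KO line and to 50.9% from 40.5% for the Nrf2 interaction. With sample quality weights the counts were 1207 for crkeap1a, 5470 for editing in the Bach1 DKO line, 614 for editing in the Nrf2 KO line, 877 for the Bach1 interaction and 300 for the Nrf2 interaction. DESeq2 gave 238 for editing in the Nrf2 KO line. A minimum absolute log2 fold change of 1, which can only lower a count, left 604 (crkeap1a), 726 (crkeap1b), 390 (crkeap1a/b), 1333 (Bach1 DKO), 1126 (Nrf2 KO), 1412 and 70 (editing in the Bach1 DKO and Nrf2 KO lines), 1641 and 1609 (these larvae against crkeap1a/b). Leaving out one replicate at a time gave 607 to 2867 genes for crkeap1a, 1057 to 4417 for crkeap1b, 59 to 103 for editing in the Nrf2 KO line and 196 to 453 for the Bach1 interaction.

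Among list tests, ranking by log2 fold change took the Nrf2 list below the threshold in Bach1 DKO (NES 1.37) and Nrf2 KO larvae (-1.37) and reversed the lysosomal list in Nrf2 KO larvae (0.95). The displayed genes took the lysosomal list past the threshold in crkeap1a larvae (1.98) and below it in Bach1 DKO crkeap1a/b against crkeap1a/b larvae (1.42), and the Nrf2 list below it in Bach1 DKO larvae (0.87). They reversed the lysosomal list in Bach1 DKO larvae (0.98), in Nrf2 KO crkeap1a/b against crkeap1a/b larvae (-1.71) and in the Nrf2 interaction (-1.54). The displayed genes were picked by the study from these data and show no stability. Without single replicates the NES of the lysosomal list ran from 0.75 to 1.72 in crkeap1a, from -1.03 to 1.2 in crkeap1b and from -1.49 to -0.93 in Nrf2 KO larvae. The range was -1.51 to -0.98 for the lysosomal list: Bach1 DKO vs WT.

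Among list scores, the displayed genes gave a Nrf2 difference of 0.23 in crkeap1b, 0.05 in Bach1 DKO and -0.22 in Nrf2 KO larvae, none past the threshold. They gave a lysosomal difference of 0.72 in crkeap1a/b larvae, now past it, of 0.14 for Bach1 DKO crkeap1a/b against crkeap1a/b, no longer past it, and of -0.32, reversed, for Nrf2 KO crkeap1a/b against crkeap1a/b larvae. A filter of 1 CPM in 4 samples gave -0.16 for the Nrf2 list in Nrf2 KO larvae. Without single replicates the Nrf2 difference ran from 0.34 to 0.45 in crkeap1b and from -0.24 to -0.18 in Nrf2 KO larvae, and the lysosomal one from 0 to 0.10 in crkeap1b, from -0.07 to 0.02 in Nrf2 KO and from 0.08 to 0.16 in Nrf2 KO crkeap1a/b against crkeap1a/b larvae.

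Of the 145 named gene changes 32 changed under some alternative. Reversals were met only without single replicates and only for changes that did not pass the threshold: nqo1 in crkeap1a larvae (-0.20 to 0.02), lamp2 in crkeap1a/b larvae (-0.01 to 0.14) and pgd for editing in the Bach1 DKO line (-0.23 to 0.36, fitted to 1 count over 8 pools and so no measure of a change). Counted once per change and alternative, leaving out a replicate gave 98 weaker and 4 stronger outcomes, and the other alternatives 11 and 9. The difference in pgd: keap1a/b by Bach1 interaction was not called by edgeR (-3.98) or DESeq2 (-4.98). The size of this difference varied with the model, and the difference rests on groups with 0 and 1 counts. The size factors of DESeq2 changed none of the named genes.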

Other observations

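Both tests of the rise of Nrf2 targets in Nrf2 KO larvae, and those of the keap1a and bach1b transcripts, were chosen only after the result was seen. The arrangements of labels were set before.

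Nrf2 targets rose after keap1a/b editing although nfe2l2a was mutated. If some larvae with working Nrf2 had been mixed in, every induced gene would rise by the same fraction of its rise in the WT background. Of 387 genes that rose by at least 5 CPM there, 45.7% lay off the common fraction (median 23.0%, quartiles 6.0% and 49.8%), 86 above and 91 below it, so mixing alone does not account for the rise. Across the 40 target genes the log2 changes in both backgrounds were correlated (r 0.69, rho 0.67, slope 0.35, permutation p 2e-05 over 1e+05 permutations). A smaller response of the same genes, through a partly working allele or another factor, may explain this, and the counts do not separate these. The list was compiled for Nrf2, so shared regulators of its genes remain possible.

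The keap1a transcript rose after editing in the WT background and not in the Nrf2 KO background (log2 difference -1.35), which is consistent with transcription of keap1a that depends on Nrf2. For bach1b the difference was -0.32 and did not pass. After editing in the Nrf2 KO line bach1b was higher by 0.66 ± 0.19 SE, against 0.98 ± 0.19 SE in the WT background. Every edited pool of the Nrf2 KO line lay above every unedited one, though the change did not pass (unadjusted p 0.00177, limma-voom adjusted p 0.103). If the line lacked all Nrf2 activity, these pools would argue against a rise of bach1b that rests on Nrf2 alone. A partly working allele was left open above, so how far the rise of bach1b depends on Nrf2 cannot be told. Neither transcript measures editing.

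Labels were also exchanged within replicate numbers, 8 arrangements per comparison with the real one included. The other 27 of 35 splits of 8 pools keep some same-numbered pools together and were not used. With 8 arrangements no smaller share than 1 of 8 can be reached, so a chance arrangement of the pools cannot be excluded by this test for any comparison. The real arrangement gave the most genes in all 12 comparisons (1 of 8 each). For the 3 interactions the exchanged groups differ by more than the interaction, so this share does not test the interaction itself. The highest count among other arrangements was 541 for crkeap1a and 2332 for crkeap1b, close to the real 2614, and 16 for crkeap1a/b. For the remaining pairwise comparisons it was at most 3. Arrangements that exchange 1 or 3 of the 4 pairs keep part of the real contrast, and the NES does not shrink with the size of the changes. In Bach1 DKO crkeap1a/b against Bach1 DKO such arrangements gave an NES of up to 3.02 for the Nrf2 list, against 2.97 for the real one, so the counts of arrangements for the NES do not measure chance. An NES as large for the Nrf2 list was given by 1 of 8 in crkeap1a, crkeap1b and crkeap1a/b against WT, in Nrf2 KO crkeap1a/b against Nrf2 KO and against crkeap1a/b, by 2 of 8 in Bach1 DKO crkeap1a/b against Bach1 DKO and against crkeap1a/b and in Nrf2 KO against WT, and by 3 of 8 in Bach1 DKO against WT. For the lysosomal list it was 6 of 8 in crkeap1a, 8 of 8 in crkeap1b, 4 of 8 in crkeap1a/b, 4 of 8 in Bach1 DKO and 6 of 8 in Nrf2 KO larvae against WT, 4 of 8 and 2 of 8 in Bach1 DKO crkeap1a/b against Bach1 DKO and against crkeap1a/b, and 1 of 8 and 3 of 8 in Nrf2 KO crkeap1a/b against Nrf2 KO and against crkeap1a/b.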
